A study of Mus musculus with 10 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

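Genomic DNA from the tails of 5 mice of 1 non-irradiated family (dose 0 Gy) was compared with DNA of 1 reference male of the same C57BL/6J/Nrs strain by array comparative genomic hybridization (array CGH), in which a test and a reference DNA carry different dyes and compete for the same probes. The family comprised a sire (0GyAM), a dam (0GyAF) and 3 offspring (0GyA1, 0GyA2 and 0GyA3). Each mouse was hybridized on 2 arrays with the dyes swapped, giving 10 arrays. Both arrays used the same DNA, so each pair counted as 1 replicate. Groups came from the labels of the samples, which do not give the sex of the offspring.

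The authors scanned the arrays and extracted them with Feature Extraction 10.7.1.1. Per the file headers, the probe positions are on build mm9 (NCBI37). The authors deposited, for each spot, a log10 ratio of red (Cy5) over green (Cy3) computed from background-subtracted signals after a linear dye normalization. They also deposited the fluorescence intensity of each channel and its background, with quality flags. A deposited table of log2 values held the reference over the mouse on every array, and its correlation with the scanner ratio across spots was at least 0.999 in size on every array. Each array carried 167378 spots of 163290 probes besides 6563 control spots, with 163239 autosomal, 48 X and 3 Y probes. The median distance between neighboring probes of a tiled region was 89 bp. The autosomal probes lay in 17411 regions split at gaps over 1 kb. The study chose the closely spaced probes of its second screening around probes positive in its first. Counts of segments and random windows here cover the tiled regions only, and not the whole genome. Between 98.5% and 99.5% of spots were well above background in both channels, and no spot was saturated.

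The log10 ratio was turned to log2 of mouse over reference, with the sign changed where the mouse carried Cy3. Spots with an outlier flag were left out, spots of a probe were averaged, and each array was centred on its median over autosomal probes. No loess or quantile step was used. A probe was positive where its log2 ratio exceeded 0.5 in size with the same sign on both arrays of a mouse. A candidate segment was 2 or more positive probes of one sign at most 3 probe positions apart, in a tiled region without a gap over 1 kb. A segment of an offspring was a de novo candidate where none of its positive probes was positive with that sign in the sire or the dam. It was private where none was positive with that sign in any other mouse. Which probes had been positive in the study's first screening was not used here, and its quantitative PCR was not analysed here, so the segments are array candidates only.

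The number of segments per mouse was compared between offspring and parents with a two-sided exact permutation test over the 10 ways to choose 3 of 5 mice. Its smallest p was 0.2, so it cannot pass 0.05. Probes were tested with limma 3.58.1 (lmFit and eBayes, in R 4.3.3) on the dye-swap mean per mouse, adjusted by Benjamini-Hochberg over autosomal probes with a threshold of 0.05. Slide 1 held both parents, slide 2 held 0GyA1 and 0GyA2, and slide 3 held 0GyA3, so slide could enter only as a random block. Slide 1 was scanned on 1 day and slides 2 and 3 on another. Scan day therefore cannot be told apart from offspring against parents in any test between them. The share of segments shared with a parent was given with a Wilson 95% interval, which covers counting error of independent segments only. Because every mouse shared 1 reference, that share was also computed in 100 simulated families of unchanged mice, made by permuting over probes the part shared by the mice and the part of each mouse. Each de novo candidate was set among 10000 random windows of as many probes in the same mouse, as a description.

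The segments named were fixed by a rule before the data were examined: of the de novo candidates, the 5 with the most positive probes (all of them if 10 or fewer), with ties by the size of the mean log2 ratio; of those with a positive probe in a parent and an offspring but not in all 5 mice, the 3 with the most; and likewise 3 of those with a positive probe in all 5 mice, of which there were 2. Any other segment is named as chosen after its values were seen. The files pair no probe with a gene and the annotation at hand is of another build, so genes are not named and positions were not converted.

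The steps were tested on simulated data. In the test of offspring against parents over 163088 probes, limma found 97 of 100 probes moved by 1 on the log2 scale and 98 of 100 moved by 3, with 1 false call. The part of each mouse was permuted over probes, which removes spread tied to a probe and correlation of these parts between mice. These rates therefore do not give the power of the test on the real arrays. For de novo candidate segments over as many probes, 199 of 200 planted segments of 5 probes with a log2 size of 1 were found, and 138 of 200 with the size of 3 copies over 2. With 2 probes per segment, as in the candidates called, 190 and 30 of 200 were found. All segments were planted in 0GyA1, with values permuted over probes. The SD of its dye-swap mean was 0.10 against 0.17 in 0GyA3, so these rates need not hold for 0GyA3. Other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Sequence was aligned with minimap2 2.31 to build GRCm38.

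The alternatives were normexp background correction with an offset, no centring, no spots left out, only probes well above background on all arrays, and the deposited log2 table. Thresholds of 0.8 and 0.4, adjacent probes only, 3 or more positive probes, gaps up to 2 kb, the mean of the dye-swap pair, 2 stricter rules for parents, 3 other limma fits and leaving out each offspring were also tried. The normexp step had been planned on mean signals and used median signals, the ones read from the files.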

Results

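Copy number was measured by array CGH in a non-irradiated family, which served as a control in a study of mutations in the offspring of irradiated male mice. The family comprised 1 sire, 1 dam and 3 offspring. Each mouse had 2 dye-swap arrays against the same reference male, and values are log2 ratios of mouse over reference with the SD between the 2 arrays. Median background-subtracted signals ranged from 377 to 506 in green and from 518 to 660 in red. The SD of the dye-swap mean over autosomal probes was 0.17 in 0GyA3 and between 0.10 and 0.13 in the other 4 mice. With 5 mice, the number of arrays limits the precision.

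The sex chromosomes were examined first to check the labels of the parents. Over 48 X probes the log2 ratio was -0.01 ± 0.09 in the sire and 0.80 ± 0.11 in the dam. Over 3 Y probes it was 0.01 ± 0.18 in the sire and -1.73 ± 0.19 in the dam. These values matched the labels male and female against a male reference. In the offspring, the X value was 0.00 ± 0.11 in 0GyA1, 0.79 ± 0.09 in 0GyA2 and 0.73 ± 0.12 in 0GyA3. The Y value was 0.04 ± 0.12, -1.74 ± 0.15 and -1.49 ± 0.05 in the same order. On both chromosomes 0GyA1 was nearer to the sire, and 0GyA2 and 0GyA3 were nearer to the dam. Normexp correction moved the Y value most among settings that kept all probes, to -0.86 in the dam.

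A dye swap shows how often probes pass the threshold without a copy number change, because a change must have the same sign on both arrays. Over the 5 mice, 3284 autosomal probe calls passed 0.5 in size with opposite signs, and 1386 passed with the same sign. Opposite signs outnumbered same signs in each mouse, with 425 against 261 in the sire, 600 against 208 in the dam, 605 against 122 in 0GyA1, 726 against 180 in 0GyA2 and 928 against 615 in 0GyA3. The threshold moved the count of opposite signs most, to 8958 at 0.4 and 303 at 0.8.

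The next comparison asked whether offspring carried more segments than their parents. Candidate segments numbered 18 in the sire, 9 in the dam, 10 in 0GyA1, 11 in 0GyA2 and 30 in 0GyA3. The mean was 17 ± 11.3 (SD, n = 3) in offspring and 13.5 ± 6.36 (SD, n = 2) in parents, a difference of 3.5 that was smaller than the spread between mice (two-sided exact permutation test, p = 0.8). The mean of the dye-swap pair moved the difference most, to 38, and without 0GyA3 it was -3. Private segments numbered 5 in the sire, 2 in the dam, 3 in 0GyA1, 0 in 0GyA2 and 16 in 0GyA3. Their mean was 6.33 ± 8.5 (SD, n = 3) in offspring and 3.5 ± 2.12 (SD, n = 2) in parents (two-sided exact permutation test, p = 1). Neither test could go below 0.2. These counts include pieces of 1 locus. Of the 18 segments of the sire, 10 lay in 1 locus of chromosome 4, and all 5 of its private segments lay in 2 loci where other mice also had segments. Counted as loci no more than 20 kb apart, the numbers were 6 in the sire, 8 in the dam, 9 in 0GyA1, 8 in 0GyA2 and 25 in 0GyA3. Without 0GyA3 the difference in private segments was -3.5.

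**Figure D1:**
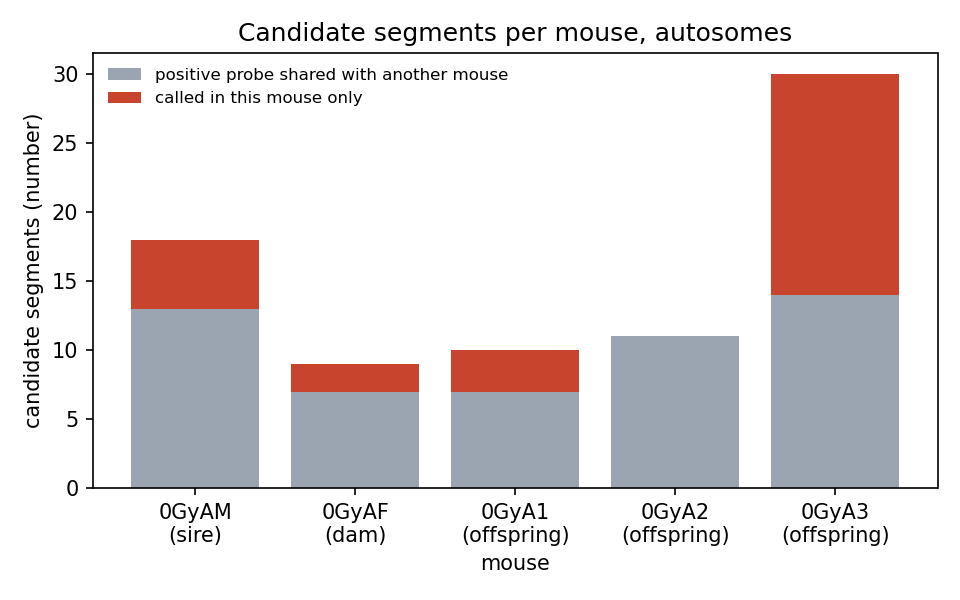
Number of autosomal candidate segments (vertical axis) in each of the 5 mice (horizontal axis), split into segments with a positive probe in another mouse and segments called in that mouse only. 0GyA3 has 30 segments, of which 16 were private.

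Family comparison then separated segments seen in a parent from de novo candidates. Of 51 segments in the offspring, 32 had a positive probe of the same sign in a parent, a share of 62.7% (Wilson 95% interval 49.0% to 74.7%). In simulated families of unchanged mice the share was 57.1%, within that interval, but the offspring of such a family carried 3.8 segments on average and at most 9. The remaining 19 segments were de novo candidates, of which 16 were losses in 0GyA3 and 3 were gains in 0GyA1. 0GyA2 had 0. All 19 had 2 positive probes, and none was left when 3 or more were required. The number moved most with the mean of the dye-swap pair, to 98. With normexp correction 2 were called, and without 0GyA3 3 were called.

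The losses in 0GyA3 had mean log2 ratios from -0.91 to -0.55, with a median of -0.69. The largest in size was at chromosome 12, 51783887 to 51783952, with -0.91 ± 0.27. It was followed by chromosome 10, 14758722 to 14758917, with -0.86 ± 0.08. The next were chromosome 18, 12618146 to 12618223, with -0.76 ± 0.10, and chromosome 13, 24758013 to 24758077, with -0.75 ± 0.18. The last of the 5 named was at chromosome 4, 5156628 to 5156688, with -0.70 ± 0.16. All 5 rested on probes in the lowest 20% of signal, and with normexp correction they lay between -0.62 and -0.43. Of all 19 candidates, 12 had both probes in the lowest 20%, 4 had 1 and 3 had none. Both parents were also below 0 at the 5 named segments. The sire was from -0.39 to -0.32 and the dam from -0.46 to -0.06, with an SD between her arrays of up to 0.40. Of 10000 random windows of 2 probes in 0GyA3, between 3 and 9 were as low as these segments.

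The 3 named segments shared by a parent and an offspring but not by all 5 mice had 24 to 29 probes. At chromosome 3, 25416456 to 25421875, 24 probes were low in the dam (-1.86 ± 0.07), 0GyA2 (-1.91 ± 0.06) and 0GyA3 (-1.76 ± 0.03). The same probes were at 0.52 ± 0.01 in the sire and 0.49 ± 0.00 in 0GyA1. The low mice here were those with low Y values, so calls shared with the dam need not be autosomal inheritance. At chromosome 4, 78452626 to 78456705, 29 probes gave -0.93 ± 0.18 in the sire and 0.00 ± 0.20 in the dam. The offspring were at -0.35 ± 0.20, -0.44 ± 0.20 and -0.38 ± 0.22, between the parents and mostly short of the threshold. In the same stretch, 24 probes at 78463404 to 78468722 gave -0.95 ± 0.20 in the sire, -0.07 ± 0.17 in the dam and from -0.50 to -0.42 in the offspring.

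**Figure D2:**
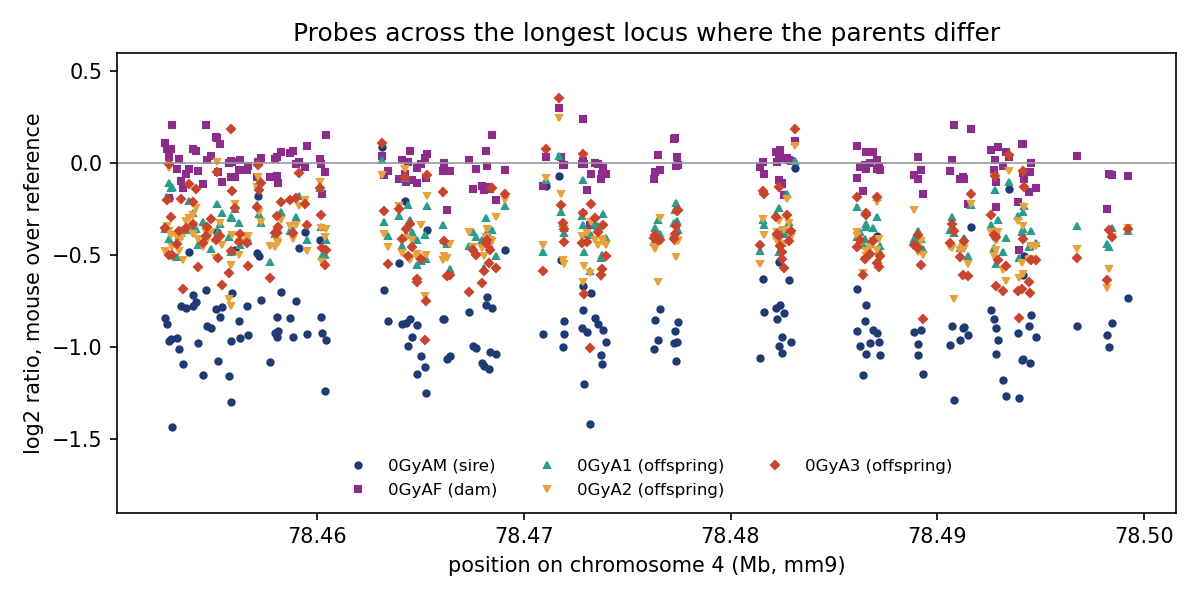
Log2 ratio of mouse over reference (vertical axis, mean of the 2 dye-swap arrays) of 181 probes by position on chromosome 4 (horizontal axis, Mb, build mm9), 1 symbol per mouse. The sire averages -0.85, the dam -0.02, and the offspring lie between them from -0.40 to -0.35.

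Of the 49 distinct segments, 2 had a positive probe in all 5 mice. At chromosome 2, 70081778 to 70086081, 30 probes were at 2.31 ± 0.08 in the sire, 1.65 ± 0.06 in 0GyA1, 1.74 ± 0.02 in 0GyA2 and 1.43 ± 0.06 in 0GyA3. The dam was at 0.00 ± 0.09 there and had 1 positive probe. Of these 30 probes, 23 lay in the lowest 20% of signal, and the sire fell to 1.62 with normexp correction and 1.77 with only probes well above background, so the size of this gain depends on the processing. At chromosome 15, 8357864 to 8358888, the 5 mice were between -0.64 and -0.58, within the SD between arrays of up to 0.35. Of the 8 probes, 6 lay in the lowest 20% of signal, and with normexp correction the mice were between -0.52 and -0.42.

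**Figure D3:**
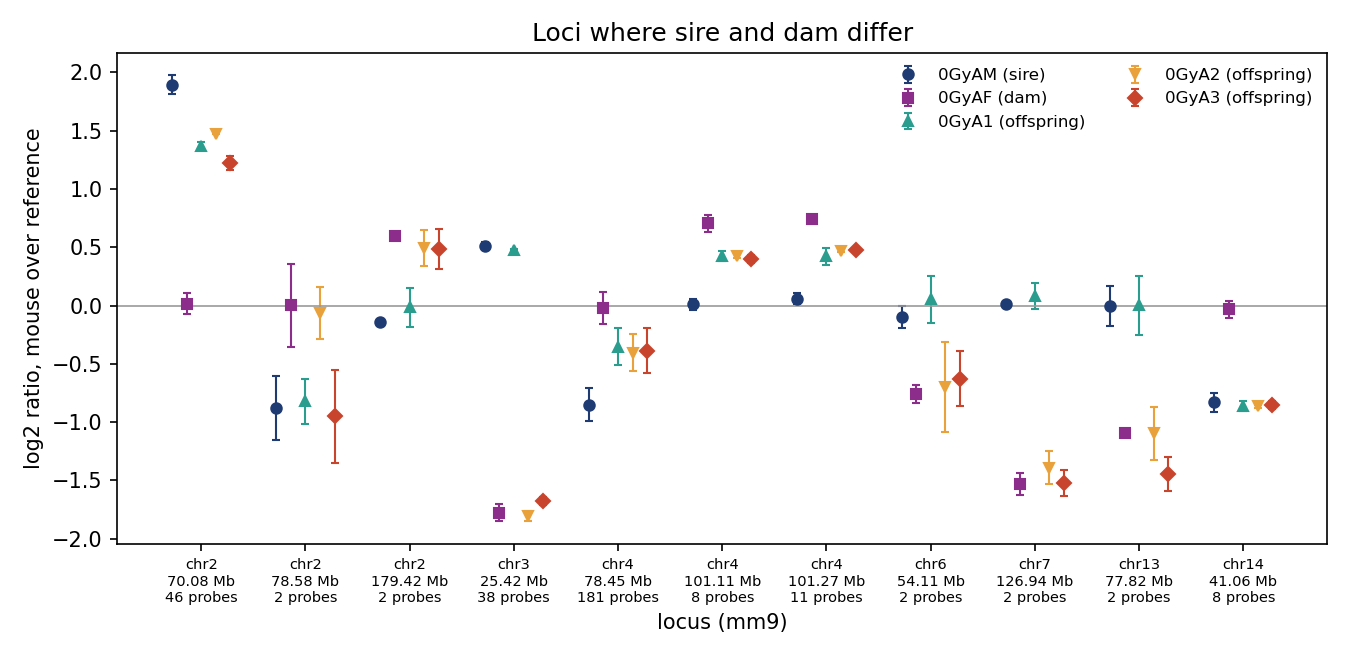
Log2 ratio of mouse over reference (vertical axis) at 11 loci (horizontal axis, build mm9), 1 symbol per mouse. Bars show the SD between the 2 dye-swap arrays. These are the loci with a segment called in a parent where sire and dam differ by more than 0.5. The offspring lie between the parents by more than that SD at 4 loci. At the loci of chromosomes 3, 6, 7 and 13 and at chromosome 2, 179423935, 0GyA1 lies with the sire. There 0GyA2 and 0GyA3, which had low Y values, lie with the dam.

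Finally, each autosomal probe was tested between the 3 offspring and the 2 parents. Of 163088 probes, 0 passed an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment), and 2822 (1.73%) had an unadjusted p below 0.05. With slide as a random block 0 passed, and 9465 had an unadjusted p below 0.05. With the trend and robust settings of eBayes, 12 probes passed, 4 higher and 8 lower in offspring.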

Values the study reported

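In the non-irradiated group the study reported 11 deletions and 3 duplications that quantitative PCR had borne out. These counts leave out mice with 4 or more such changes; in 2 non-irradiated mice of that kind, 4 and 5 deletions were borne out. It reported de novo deletions in 7.1% of the offspring of that group, 11 out of 156 mice.
In mouse 0mGyA3 it listed a deletion of 212 bp on chromosome 4 with 2 positive probes in the second array CGH, among the changes borne out by quantitative PCR.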

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

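The test of the probe trend below was chosen after the result was seen. The test of dim probes was set before, but its criterion was changed after the result was seen: at first, 1 probe above the limit would have counted against dim probes. Over the 49 distinct segments, 3 had 1 mouse far from the other 4 by Dixon's gap. Chance gives about 1 in 20 among values that were not selected, but these segments were selected for a call in at least 1 mouse, so that rate is not theirs. All 3 segments were outside the naming rule and were chosen after their values were seen.

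At chromosome 4, 34792201 to 34792413, 0GyA3 was at -0.69 ± 0.04 (SD between 2 arrays), with the other 4 mice between -0.19 and -0.02. This was a de novo candidate of 2 probes that spanned 212 bp. The study lists a deletion of 212 bp with 2 positive probes on this chromosome, in a female whose name is close to this one. That span and number of probes are the same as here. By its X and Y values, 0GyA3 was nearer to the dam than to the sire. The listed deletion was borne out there by quantitative PCR, on another build. That assay was not analysed here, and positions were not converted between them. Of the 2 probes here, 1 lay in the lowest 20% of signal, so under the changed criterion dim probes stay open as the cause. After the part predicted by the mean of the other mice was regressed out, 1 of the 2 probes was still called and the segment mean was -0.53, so a probe trend shared with the other mice could not be settled as the cause. The segment was not a de novo candidate with normexp correction, nor with only probes well above background on all arrays. It is 1 of 3 candidates left when both parents had to lie within 0.25 of 0, but was not a candidate when it had to differ by more than 0.5 from each parent on both arrays. The slide cannot be told apart from the mouse, since 0 other mice shared it. From these arrays alone, a de novo loss in 0GyA3 stays open.

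At chromosome 14, 41055146 to 41056032, the dam was at -0.040 ± 0.037 while the other 4 mice were between -0.89 and -0.85. At chromosome 2, 70079530 to 70079834, the dam was at 0.17 ± 0.05 while the other 4 were between 2.71 and 3.59. In both, the sire and all 3 offspring were called with the same sign, which inheritance from the sire would give. At the chromosome 2 segment 3 of the 4 probes lay in the lowest 20% of signal, so the size of its values is uncertain; the locus that holds it is among those tested below for the state of the parents. For the chromosome 14 segment no other explanation was tested.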

How the results depend on the processing

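All alternatives here were fixed before the data were examined. No paired analysis was possible because the sire and the dam are 1 mouse each, and replicate numbers tie no offspring to either.

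The number of de novo candidates depended on the processing. It was 2 with normexp correction, both losses, 2 at a threshold of 0.8, 75 at 0.4, 98 with the mean of the dye-swap pair and 0 with 3 or more positive probes. It was 3 when both parents had to be under 0.25 in size, and 0 when the segment had to differ by more than 0.5 from each parent on both arrays. None of the 19 was a de novo candidate with normexp correction or at a threshold of 0.8. A probe past 0.8 is also past 0.5, so the 2 at 0.8 lay in segments seen in a parent at 0.5. Leaving out each offspring gave 3 to 19, and the 3 came from leaving out 0GyA3. It stayed between 14 and 19 without centring, with no spots left out, with probes well above background, with the deposited log2 table, with adjacent probes and with gaps up to 2 kb. With normexp correction and at 0.8, 0GyA3 had 0 candidates while 0GyA1 and 0GyA2 had 1 each, so the concentration in 0GyA3 was absent. Every other setting with all 3 offspring and any candidate had most or all of them in 0GyA3, such as 63 of 75 at 0.4.

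The difference in segments between offspring and parents changed sign with normexp correction (-4), a threshold of 0.8 (-4.17), adjacent probes (-6.83) and 3 or more probes (-4.5), and leaving out each offspring gave -3 to 7. For private segments these were -3.17, -7.5, -6.33 and -2, and -3.5 to 6. The difference kept its sign and grew at a threshold of 0.4 (27.8, and 19.5 for private segments) and with the mean of the dye-swap pair (38 and 23.8). The cause was not tested, except that leaving out 0GyA3 changes the sign. No setting could give a p under 0.05.

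The share of offspring segments seen in a parent was 91.7% with normexp correction, 89.5% at 0.8, 48.3% at 0.4, 78.5% with adjacent probes and 100% with 3 or more probes. Leaving out each offspring gave 52.5% to 85.7%. Opposite-sign calls were 1232 with normexp correction, 1847 with probes well above background, 303 at 0.8 and 8958 at 0.4.

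The limma count was 0 in all settings except trend and robust, where it was 12; the cause was not tested. The slide correlation was -0.43.

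Normexp correction gave X values of 0.64 in the dam and 0.66 in 0GyA2, and Y values of -0.86 in the dam, -0.80 in 0GyA2 and -0.73 in 0GyA3. With only probes well above background the Y values were -0.27, -0.16 and -0.18, because that filter drops probes that are dim where Y is low. Over the 5 mice at the 10 named segments, 26 of 50 values moved by more than the SD between arrays with normexp correction, 7 with probes well above background, 1 without centring, and 0 with no spots left out or with the deposited table. 0GyA3 moved at all 5 named de novo candidates with normexp correction. No called value changed sign. Of the 19 de novo candidates, 12 had both probes in the lowest 20% of signal, where signal over background is a limit, and 3 had none.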

Other observations

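Chosen after the results were seen were the tests of symmetric noise, probe trend, dim probes and slide in 0GyA3, of its copy loss, of alignment at 90% identity, of midparent values and a heterozygous parent, of the reference mouse and dim probes at chromosome 15, and of dye bias. The first alignment test and the count over triples of mice were set before their results were seen. The criterion for the probe trend in 0GyA3 was first the number of segments still called and was later changed to their median. The test of a heterozygous parent was at first run on the arrays that had picked the loci, which made it void, and was replaced. The test of copy loss was first set against the inherited losses at chromosomes 2 and 14 alone, -0.95 and -0.89, and the smaller median would have counted against such a loss; it was dropped because other inherited losses were smaller. These changes came after the values were seen.

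Of the 19 de novo candidates, 16 were in 0GyA3 and all 16 were losses. Symmetric array noise would give gains as often, which an exact two-sided binomial test argues against (p = 3.05e-05). After the mean of the other 4 mice was regressed out of 0GyA3 (slope 1.67, 55.3% of its variance across probes), the median of the 16 fell in size from -0.69 to -0.37. That is neither near 0 nor past the threshold, so a probe trend shared with the other mice stays open. At 13 of the 16, all other 4 mice were below 0, against 13.3% of autosomal probes, which goes with such a trend. None of the 16 was then called, but they had lain close to the threshold, so the lost calls do not decide it, and 4 other segments became de novo candidates. Without the lowest 20% of signal, 2 of the 16 still had 2 probes. Both probes were in the lowest 20% in 11 of the 16 and 1 probe was in 3, which dim probes would give, while the 2 with no such probe argue against dim probes as the cause of all 16. Slide 3 held 0 other mice, so slide and mouse cannot be told apart. The size could not decide on a loss of 1 of 2 copies, because calling holds the segments past the threshold. The 11 losses called in 0GyA3 and seen in a parent ranged from -1.77 to -0.46, on both sides of the candidates. Their copy number is not known, so a loss of 1 of 2 copies stays open. What made the losses in 0GyA3 stays open.

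Autosomal probes low in the dam, 0GyA2 and 0GyA3 and in no other mouse numbered 77, in 41 tiled regions. The other 9 triples of mice had at most 4, which argues against a chance pattern of 3 mice. The same 3 mice had the low Y values, so these probes may match sequence shared with chromosome Y. For the chromosome 3 locus the alignment tests could not decide this. In a first test, the longest alignment of a 1 Mb window of GRCm38 to chromosome Y was 102331 bp, but 100 of 100 random windows also passed 10 kb, because alignments were chained across long gaps, so that test was void. A second test, devised after this, limited gaps and required 90% identity. The longest alignment was then 168 bp, against a median of 172 bp in random windows. Sequence missing from that build of chromosome Y was not tested. Probe positions were on mm9 and were not converted to GRCm38, and whether the window held the chromosome 3 locus was not tested. The second test therefore draws no conclusion, and sequence shared with chromosome Y stays open there.

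Only loci with a segment called in a parent were compared here, which left out chromosome 15, 9707695 to 9707828 (sire 0.08, dam -0.57). Among the loci compared, sire and dam differed by more than 0.5 at 11. At 4 of these, all offspring lay between the parents by more than the SD between arrays; these 4 were picked for that. A parent heterozygous for its level would put each offspring at the level of 1 parent or the other. To keep picking from setting the outcome, loci were also picked on the arrays of 1 dye and measured on those of the other. The same 4 were picked each way, and the smallest distance of an offspring from a parent was 0.21, with an SD of such distances between arrays of at most 0.09. This argues against such a parent at these loci. If both parents were homozygous, each offspring would lie within 0.2 of the log2 of the parents' mean linear ratio. The largest deviation was 0.23, at chromosome 2, beyond that limit, so the test did not settle it, and the ratios at that locus depend on dim probes. At the other 3 loci, all on chromosome 4, it was at most 0.03.

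At chromosome 15, 8357864 to 8358888, the 5 mice had a range of 0.040 over the whole locus, within the largest SD between arrays of 0.29. This is consistent with a difference between the reference mouse and the whole family. Dim probes stay open too, since 6 of the 8 probes of the segment lay in the lowest 20% of signal. Opposite-sign calls outnumbered same-sign calls in each mouse. The dye part of the ratio correlated across probes between every pair of mice, with a smallest r of 0.76 (probes are not independent replicates), which dye bias of the probes would give.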
